A study of Mus musculus with 39 samples. Its data were reported in "Taz protects hematopoietic stem cells from an aging-dependent decrease in PU.1 activity" (2022).

How the data were processed

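RNA sequencing had been performed on 39 mouse libraries in 13 groups of 3. The groups were young and old long-term hematopoietic stem cells (LT-HSC), short-term hematopoietic stem cells (ST-HSC) and multipotent progenitors (MPP). Further groups were old LT-HSCs sorted as CLCA3A1high or CLCA3A1low, and old Lin-negative Sca-1-positive c-Kit-positive (LSK) cells transduced with an empty vector or with Taz S89A. The last groups were cells of the line BM-HPC#5 with an shRNA against Renilla luciferase (shRen) or with 1 of the PU.1 shRNAs (shPU1-Seq1, shPU1-Seq2). Groups and replicate numbers were taken from the sample titles.

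According to the authors, reads were trimmed with cutadapt 2.10 and aligned with Bowtie2 2.2.9 to the mouse genome build mm10 (GRCm38). The deposited RPKM values of the age, CLCA3A1 and Taz tables were made by the authors with edgeR, per the labels. The deposited signal of the BM-HPC#5 table was given as normalized counts, which the authors made with DESeq2, per the labels. The read counter and the gene annotation behind the values are not given in the sources used here. The values were not whole reads divided by 1 factor per library, because they ran down to tiny fractions above 0 and the totals of a table were nearly equal. Both properties fit pseudo-counts equalized for library size, which was inferred from the values. RPKM totals were 409839 to 442949 in the 18 age libraries, 420083 to 430427 in the 6 CLCA3A1 libraries and 416868 to 475764 in the 6 Taz libraries. Totals of normalized counts were 12639710 to 12872898 in the 9 BM-HPC#5 libraries. Read depth could not be recovered from such values, so no counting error is given, and precision was measured by the spread between replicates. According to the authors, replicates of the mouse groups came from different mice, whereas those of BM-HPC#5 came from 1 cell line.

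Where a table listed an Entrez identifier more than once, the first entry was kept, which removed 737, 381, 702 and 380 entries from the age, CLCA3A1, Taz and BM-HPC#5 tables. Symbols that a spreadsheet had turned into dates were restored from the identifier for 27 genes of the age table and 28 genes of the BM-HPC#5 table. Genes with at least 0.5 RPKM, or at least 10 normalized counts, in at least 3 libraries of a fit were tested. This left 13807 of 19833 genes in the age table, 13931 of 19422 in the CLCA3A1 table, 13044 of 18926 in the Taz table and 13273 of 19667 in the BM-HPC#5 table. Each table had its own normalization by the authors, so levels in different tables are not on 1 scale.

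Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend) to log2(RPKM + 0.5) or log2(normalized count + 1). Model terms were the group means, and all groups of a table shared 1 estimate of the spread. Tests were two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 over all genes of a contrast were called higher or lower. The 12 contrasts were old against young in LT-HSC, ST-HSC and MPP, the difference of the age effect between LT-HSC and each of the other populations, old LT-HSC against old ST-HSC, CLCA3A1high against CLCA3A1low, Taz S89A against empty vector, both PU.1 shRNAs together and each alone against shRen, and shPU1-Seq2 against shPU1-Seq1. Means and SDs are of the deposited values, while log2 fold changes, standard errors and folds are from the fit and include the pseudocount.

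Tests, gene lists, named genes and most alternatives were fixed before the data were examined. Genes always named where tested were Wwtr1, Yap1, Amotl2, Clca3a1, Clu, Spi1, Cdk6, Cd34, Flt3, Cd48, Procr and Slamf1. In the 4 main comparisons (LT-HSC old against young, CLCA3A1, Taz and shPU1), the 8 largest changes each way were added, and in the other contrasts 3 each way. These had to be called, to average at least 2 RPKM or 100 normalized counts, to carry a symbol other than a Gm or Rik model and to show no overlap between the groups. From each gene list, up to 4 called members with the smallest adjusted p were named, or 2 members where none was called.

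The 22 gene lists came from textbook knowledge. They were Hippo pathway core, YAP/TAZ target, LT-HSC identity, HSC ageing, megakaryocyte and platelet, myeloid, lymphoid priming, erythroid, mast cell and basophil, mature lymphocyte, endothelial and stromal, proliferation, cell cycle regulator, HSC surface marker, PU.1 target, hematopoietic transcription factor, interferon-stimulated, NF-kB and inflammatory, immediate early and stress, chromatin and DNA methylation enzyme, cytosolic ribosomal protein and mitochondrially encoded genes. Lists with at least 5 tested members were tested with camera of limma at a preset inter-gene correlation of 0.01, beside the correlation estimated from the data, with Benjamini-Hochberg adjustment over the 80 tests of the main comparisons. The tables held no members of the list of mitochondrially encoded genes (0 tested). The ribosomal list was drawn by a rule on symbols and also took in Rps19bp1 and Rpl32l. Markers of B-lineage progenitors, macrophages, and plasma cells with antigen presentation were listed after the data had been seen, and those of T and NK cells and granulocytes were listed together with them before their values were looked at.

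Gene sets taken from 1 table were tested in another with camera. The TAZ-induced set held genes higher with Taz S89A at a log2 fold change over 0.5, without Wwtr1. The CLCA3A1high-up and CLCA3A1high-down sets held the called genes without Clca3a1. The shPU1-up and shPU1-down sets held genes called with an absolute log2 fold change over 1, without Spi1. Overlaps of called genes were tested with a one-sided Fisher's exact test against the genes tested in both fits. Agreement between the PU.1 shRNAs, which share their shRen libraries, was set beside 100 simulated data sets of unchanged groups. A set or list p given without the word estimated is for the preset correlation.

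Replicate numbers were checked for pairing by correlating residuals. The lowest correlation between same-numbered libraries was 0.255 in the CLCA3A1 table and 0.113 in the Taz table, and within an age it was 0.185 to 0.498 between populations. Between ages within a population it was -0.0880 to 0.193, and among BM-HPC#5 libraries 0.0337 to 0.0784. A replicate block was therefore run as an alternative and no pairing was used otherwise. Alternatives were other pseudocounts, no filter, quantile and median-ratio scaling, no mean-variance trend, an adjusted p under 0.01, a fold threshold, only the libraries compared, the replicate block and leaving out each library. The following alternatives were chosen after seeing the data: the larger of repeated entries, a GC and length correction by natural splines and its combination with the block, CLCA3A1low replicate 2 alone, CLCA3A1 set tests without lymphoid, mast cell and B-lineage genes, a block in 1 set test, and the overlaps with a block or without single libraries. Gene positions, GC content, lengths and shared sequence windows of 51 bases came from the GENCODE annotation of GRCm38, the build the authors used. Count models were left out, because the values do not step in whole reads.

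The method was tested on simulated data in which 200 genes were changed by a known factor. A 2-fold change was recovered for 95.5% of the genes in the LT-HSC comparison, 85.5% in the CLCA3A1 comparison, 93.5% in the Taz comparison and 79.0% in the shPU1 comparison, with 0 genes called in the wrong direction. Plots were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.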

Results

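Gene expression was measured by RNA sequencing in 39 mouse libraries, which fall into 13 groups of 3 across 4 tables. An age table held LT-HSCs (LSK cells without CD34 and CD135), ST-HSCs (LSK with CD34, without CD135) and MPPs (LSK with both) from young mice of 3 to 5 months and old mice of 22 to 28 months. Another table held old LT-HSCs sorted for high or low CLCA3A1 at the surface, and the next held old LSK cells 3 days after transduction with an empty vector or with Taz S89A, a constitutively active form of TAZ. The last table held BM-HPC#5, an HSC-like cell line, with shRNAs against PU.1 or against Renilla luciferase. Total RPKM per library was 409839 to 475764 in the age, CLCA3A1 and Taz tables, and total normalized counts were 12639710 to 12872898 in the BM-HPC#5 table. Levels below are mean ± SD with n = 3 unless another n is given, and each adjusted p is from limma.

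The first question was which transcripts differ between LT-HSCs of old and young mice. Wwtr1, which encodes the Hippo effector TAZ (GRCm38 chromosome 3, 57455649 to 57575910), rose from 1.52 ± 0.506 to 11.1 ± 0.761 RPKM (SD, n = 3), a log2 change of 2.55 (SE 0.147, adjusted p = 4.3e-09). Amotl2, an angiomotin family gene known as a YAP and TAZ target (chromosome 9, 102716672 to 102733418), rose from 2.88 ± 0.370 to 17.1 ± 1.35 RPKM (log2 2.38, SE 0.149, adjusted p = 9.9e-09). Clca3a1, a regulator of calcium-activated chloride channels (chromosome 3, 144729677 to 144760977), rose 7.53-fold from 6.30 ± 1.57 to 49.7 ± 2.68 RPKM (SE 0.222 on the log2 scale, adjusted p = 7.2e-08). Clu, which encodes the secreted chaperone clusterin, rose 9.99-fold from 8.04 ± 1.18 to 84.3 ± 2.68 RPKM (SE 0.176, adjusted p = 1.8e-09). Yap1, the paralog of Wwtr1, stood at 1.03 ± 0.174 RPKM in old and 0.765 ± 0.218 RPKM in young LT-HSCs (adjusted p = 0.11), but passed at 0.026 after a GC and length correction. Cdk6, a kinase of the G1 phase (chromosome 5, 3341485 to 3531008), fell from 53.6 ± 2.38 to 24.1 ± 0.805 RPKM (log2 -1.14, SE 0.0841, adjusted p = 5.2e-08). Spi1, which encodes PU.1 (chromosome 2, 91082390 to 91115756), fell from 60.3 ± 6.88 to 45.1 ± 5.96 RPKM (log2 -0.42, SE 0.132, adjusted p = 0.020). The Spi1 call was lost without old replicate 1 (adjusted p = 0.070), old replicate 3 (0.074), young replicate 2 (0.062) or young replicate 3 (0.085).

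Among surface markers of the stem cell gates, Slamf1 rose from 11.0 ± 1.99 to 24.6 ± 1.33 RPKM (adjusted p = 9.5e-06) and Procr from 33.9 ± 4.17 to 83.8 ± 3.93 RPKM (adjusted p = 3.7e-05). Cd34 fell from 126 ± 30.1 to 48.1 ± 8.60 RPKM (adjusted p = 1.6e-06) and Flt3 from 21.6 ± 3.71 to 4.62 ± 0.627 RPKM (adjusted p = 1.9e-08), both of which also define the sort. Cd48 fell from 12.1 ± 2.27 to 2.16 ± 1.13 RPKM (adjusted p = 5.7e-07). The largest increase was in Ramp2, a receptor activity-modifying protein gene, from 1.42 ± 0.402 to 33.9 ± 6.25 RPKM (log2 4.17), although 33.4% of its exon bases are shared with Vps25. Further large increases were in Mab21l2 (log2 4.11), whose locus overlaps Lrba, the tight junction gene Cldn5 (4.00), the phospholipid scramblase gene Plscr2 (3.77), the oxysterol receptor gene Gpr183 (3.64), the stress gene Nupr1 (3.46), the NK receptor gene Klrb1c (3.45) and the matrix gene Matn4 (3.40). The largest decreases were in the histone genes Hist1h2ao (log2 -3.68), Hist1h2ag (-2.82) and Hist1h2ak (-2.39), which share 51.3% to 93.5% of their sequence windows with other genes. Hist1h2ao stood at a spread-out 119 ± 87.2 RPKM in young LT-HSCs. Vcam1, an adhesion molecule gene, fell from 6.65 ± 0.163 to 0.697 ± 0.192 RPKM (log2 -2.59), and Hmox1, the heme oxygenase gene, from 39.0 ± 4.84 to 6.38 ± 2.07 RPKM (-2.56). Fcna (log2 -2.43), Fam46a (-2.36) and the complement gene C1qc (-2.32) followed. Vcam1, Hmox1, Fcna and C1qc are known in macrophages. Of 23 tested macrophage markers, listed afterwards with these included, 17 were lower and 2 higher with age.

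**Figure D1:**
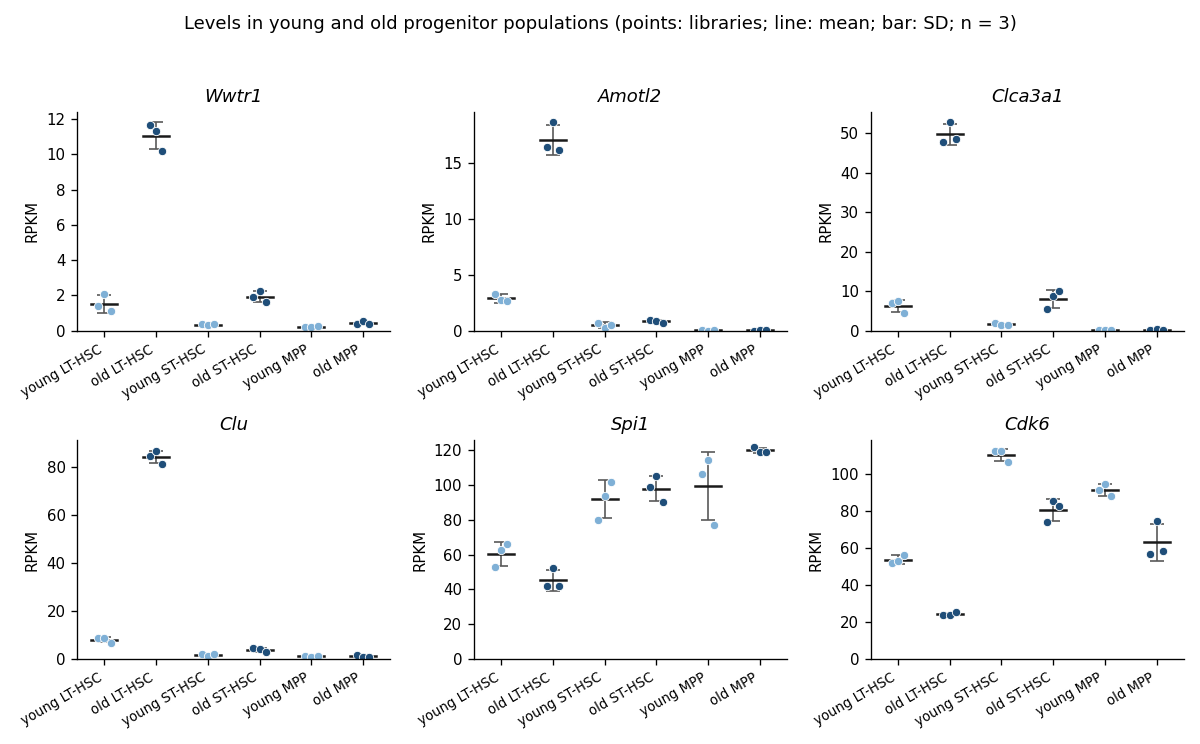
RPKM of Wwtr1, Amotl2, Clca3a1, Clu, Spi1 and Cdk6 in each library (points) of young and old LT-HSC, ST-HSC and MPP, with the group mean (line) and SD (bar), n = 3. Wwtr1 averaged 11.1 RPKM in old LT-HSCs against 1.52 in young ones, and Cdk6 averaged 24.1 against 53.6.

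Stem cell lists moved upward with age in LT-HSCs. Of 26 tested HSC ageing genes, a textbook list of genes known from aged stem cells, 24 were higher and 0 lower (25 higher adjusted over the list alone), with a median log2 change of 1.98 (camera adjusted p = 7.5e-25, adjusted p = 0.0732 with an estimated correlation). Among them the platelet adhesion gene Selp rose by log2 2.95 to 107 RPKM, Osmr by 2.50 and Enpp5 by 1.68. Of 20 LT-HSC identity genes, 14 were higher and 0 lower, the same counts adjusted over the list alone (median 0.56, camera adjusted p = 4.5e-05, adjusted p = 0.369 with an estimated correlation), including Hoxb5 (1.33), Pdzk1ip1 (1.10) and Pbx1 (0.56). Of 13 YAP/TAZ target genes, 8 were higher and 3 lower over all genes and adjusted over the list alone (median 0.40, camera adjusted p = 0.019, adjusted p = 0.332 with an estimated correlation), with Myof at 1.14, Ajuba at 0.89 and Axl at -0.80. Of 20 immediate early and stress genes, 4 were higher, or 3 adjusted over the list alone, and 0 lower (median 1.26, camera adjusted p = 0.0033, adjusted p = 0.583 with an estimated correlation), namely Junb (1.73), Nr4a1 (1.25), Klf6 (1.00) and Egr3 (0.88). Ribosomal protein genes shifted slightly, with 15 of 80 higher and 1 lower (10 and 1 adjusted over the list alone), a median of 0.13 and a camera p of 0.00055 (adjusted p = 0.609 with an estimated correlation). Rps8 (0.59), Rps14 (0.48), Rps9 (0.38) and Rps19bp1 (0.50), which is not a ribosomal subunit gene, were among the higher members.

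Proliferation genes formed the most uniform group of decreases. Of 26 tested, 25 were lower and 0 higher (26 lower adjusted over the list alone), with a median of -0.73 (camera adjusted p = 1.2e-10, adjusted p = 0.332 with an estimated correlation). Mki67, the proliferation marker, fell from 34.0 to 16.2 RPKM (log2 -1.06), the replication licensing gene Cdt1 by 0.87 and the helicase genes Mcm3 and Mcm7 by 0.68 and 0.66. Of 15 erythroid genes, 12 were lower and 0 higher, also adjusted over the list alone (median -1.48, camera adjusted p = 0.00010, adjusted p = 0.369 with an estimated correlation), such as Car1, which fell from 298 to 89.4 RPKM (-1.81), and Gata1 (-1.48), Tspo2 (-2.07) and Ermap (-2.16). Of 18 lymphoid priming genes, 6 were lower and 0 higher, also adjusted over the list alone (median -0.49, camera adjusted p = 0.0021, adjusted p = 0.332 with an estimated correlation), including Flt3, Sell (-1.96), Satb1 (-1.23) and Ikzf1 (-0.80). Of 27 PU.1 target genes, 14 were lower and 4 higher (15 and 4 adjusted over the list alone), with a median of -0.34 (camera adjusted p = 0.0064, adjusted p = 0.332 with an estimated correlation). Csf1r (-1.69), the NADPH oxidase genes Ncf4 (-1.62) and Ncf1 (-1.49) and the adaptor gene Tyrobp (-1.39), all of them also active in macrophages, were among those lower. Of 22 chromatin and DNA methylation enzyme genes, 11 were lower and 3 higher, also adjusted over the list alone (median -0.36, camera adjusted p = 0.025, adjusted p = 0.386 with an estimated correlation). Dnmt3b (-0.59) and Tet1 (-0.71) fell, while Ezh1 rose (1.01).

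The other lists did not pass camera in LT-HSCs. Among 31 hematopoietic transcription factors, 8 were higher and 15 lower, or 10 and 17 adjusted over the list alone (median -0.23, adjusted p = 0.0657), with Cebpa at -1.78, Runx3 at -1.05 and Myb at -0.65. Among 21 Hippo core genes, 6 were higher and 3 lower, also adjusted over the list alone (median 0.08, adjusted p = 0.207), and beside Wwtr1 and Amotl2 the changes were small, such as Taok3 at -0.50 and Mob1a at -0.33. Megakaryocyte and platelet genes split into 6 higher and 4 lower of 17, also adjusted over the list alone (median 0.09, adjusted p = 0.0848), with Vwf up from 28.4 to 97.2 RPKM (1.76), Itgb3 (1.59) and Cd9 (0.56). Myeloid genes gave 3 higher and 6 lower of 20, also adjusted over the list alone (median -0.33, adjusted p = 0.253), with the protease gene Prtn3 at 1.31 and Csf2rb at -1.47. Mast cell genes gave 3 lower of 10 (4 adjusted over the list alone, median -0.44, adjusted p = 0.317), including Mcpt4 (-2.06), Hdc (-0.75) and Cpa3 (-0.67). Of 9 mature lymphocyte genes, 4 were lower and 1 higher (5 and 1 adjusted over the list alone, median -0.68, adjusted p = 0.215), with Cd4 at -1.63, Ms4a1 at -1.40 and Cd19 at -0.84. Of 7 endothelial and stromal genes, Kdr was higher (1.59) and Cxcl12 (-1.10) and Stab2 (-0.57) lower (median -0.20, adjusted p = 0.411), the same adjusted over the list alone.

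Cell cycle regulators split into 5 higher and 5 lower of 15 (6 and 6 adjusted over the list alone, camera adjusted p = 0.975), with Ccnd1 at 1.13, Mycn at 1.10 and Trp53 at -0.28. Their median was -0.03 and their mean 0.11. The 12 surface marker genes had 6 higher and 4 lower members, also adjusted over the list alone, a median of 0.32 and a mean of -0.09 (adjusted p = 0.535), with Cd38 at 1.54. Interferon-stimulated genes had 8 of 24 higher and 4 lower (8 and 6 adjusted over the list alone, median -0.04, adjusted p = 0.569), with Igtp at 0.80, Ifitm3 at 0.72, Gbp2 at 0.62 and Usp18 at -0.81. NF-kB genes had 5 of 18 higher and 2 lower, also adjusted over the list alone (median 0.04, adjusted p = 0.215), with Bcl3 at 1.60, Traf1 at 0.95, Nfkbia at 0.89 and Tnfaip3 at 0.54. In all, 2314 genes were higher and 2945 lower of 13807 tested. With median-ratio scaling they were 2606 and 2543. Column names place old and young libraries of a population in different lanes, or in the same lane with the same index, so, by inference, a run that went with age cannot be told apart from age.

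ST-HSCs and MPPs were compared between ages in the same way. In ST-HSCs, Wwtr1 rose from 0.340 ± 0.0320 to 1.93 ± 0.303 RPKM (log2 1.53, SE 0.147, adjusted p = 1e-05), Clca3a1 from 1.56 ± 0.233 to 8.09 ± 2.28 RPKM (log2 2.03, adjusted p = 4.2e-05) and Clu from 1.64 to 3.78 RPKM (log2 0.99, adjusted p = 0.0033). Cdk6 fell from 110 ± 3.29 to 80.5 ± 5.82 RPKM in ST-HSCs (log2 -0.45, adjusted p = 0.0043) and from 91.2 ± 3.40 to 63.1 ± 9.95 RPKM in MPPs (log2 -0.54, adjusted p = 0.00069). In MPPs, Wwtr1 was near the detection limit, at 0.441 ± 0.102 RPKM in old and 0.229 ± 0.0184 in young libraries (adjusted p = 0.090). It passed there at 0.020 with a pseudocount of 0.1 RPKM and at 0.036 with quantile normalization. Spi1 did not pass in either population, at 98.0 ± 7.34 against 91.9 ± 11.0 RPKM in ST-HSCs (adjusted p = 0.70) and 120 ± 1.44 against 99.3 ± 19.6 RPKM in MPPs (adjusted p = 0.13). Amotl2 stood at 0.837 ± 0.135 against 0.490 ± 0.236 RPKM in ST-HSCs (adjusted p = 0.072, and 0.035 without young replicate 1). Procr rose by log2 0.75 in ST-HSCs (adjusted p = 0.017), a call lost without old replicate 2 (log2 0.65), old replicate 3 (0.75) or young replicate 3 (0.67). In ST-HSCs, log2 changes of Cd34 (0.10), Flt3 (-0.07), Cd48 (-0.01), Slamf1 (-0.38) and Yap1 (0.13) did not pass. In MPPs, those of Amotl2 (0.04), Clca3a1 (0.26), Clu (0.03), Cd34 (-0.13), Flt3 (-0.20), Cd48 (0.15), Procr (0.21), Slamf1 (-0.15) and Yap1 (0.01) did not pass.

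Among the largest increases in ST-HSCs, Plscr2 rose from 0.749 to 18.5 RPKM (log2 3.93) and the BMP receptor gene Bmpr1a from 0.260 to 4.19 RPKM (2.63). In MPPs the antigen presentation genes Cd74 (19.8 ± 5.34 to 154 ± 53.3 RPKM, log2 2.92, adjusted p = 2.5e-05) and H2-Aa (17.9 ± 4.05 to 123 ± 33.3 RPKM, log2 2.75, adjusted p = 7.7e-08) rose. Jchain, an immunoglobulin joining chain gene of plasma cells, passed in ST-HSCs (log2 4.23, adjusted p = 0.028) and MPPs (log2 4.36, adjusted p = 0.012). Its ST-HSC call was lost without any 1 of the 6 libraries (log2 4.12 to 4.39), or with a pseudocount of 1 RPKM (0.059). Its MPP call was lost without old MPP replicate 3 and in a fit of only the 6 libraries compared (adjusted p = 0.058 each). The largest decreases were again in macrophage-associated genes, with Hmox1 falling from 50.8 to 4.94 RPKM in ST-HSCs (-3.24) and from 38.6 to 4.20 RPKM in MPPs (-3.08). Fcna fell by 3.14 in ST-HSCs and by 3.45 in MPPs, and Vcam1 fell from 11.2 to 0.441 RPKM in MPPs (-3.67). Hist1h2ao fell by 2.84 in ST-HSCs, from a spread-out 250 ± 198 RPKM. Of 13807 genes, 512 were higher and 561 lower in old ST-HSCs, and 1278 higher and 1648 lower in old MPPs. In fits of only the 6 libraries compared, the order turned, with 906 and 712 in ST-HSCs against 272 and 397 in MPPs. In all 3 populations, 192 genes were higher and 331 lower. Across genes, which are not independent replicates, age effects correlated with r = 0.491 between LT-HSC and ST-HSC, 0.309 between LT-HSC and MPP and 0.688 between ST-HSC and MPP. Leaving out any 1 ST-HSC library moved the ST-HSC counts to between 229 and 328 higher and between 192 and 366 lower. Without old MPP replicate 1 the MPP counts were 741 and 883, and without old MPP replicate 3 they were 725 and 991.

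Whether age acted differently on LT-HSCs was tested as a difference of age effects. The rise of Wwtr1 was larger in LT-HSCs than in ST-HSCs by log2 1.02 (SE 0.208, adjusted p = 0.0042) and than in MPPs by 2.19 (SE 0.208, adjusted p = 4.4e-06). The first of these calls was lost with a pseudocount of 0.1 RPKM (log2 0.64, adjusted p = 0.16). Amotl2 and Clu also rose more in LT-HSCs, by 1.93 and 2.33 over ST-HSCs and by 2.35 and 3.29 over MPPs. Clca3a1 rose more than in MPPs by 2.65 (adjusted p = 3.3e-05), while its difference from ST-HSCs was 0.88 (adjusted p = 0.075), which passed with a replicate block (0.012), a pseudocount of 1 RPKM (0.014) and quantile normalization (0.021). Procr differed from ST-HSCs by 0.54 and passed only with the block (0.017). Cdk6 fell more in LT-HSCs, with differences of -0.68 and -0.60 (adjusted p = 0.0014 and adjusted p = 0.0021). The Spi1 difference was -0.51 from ST-HSCs (adjusted p = 0.081) and -0.71 from MPPs (adjusted p = 0.012). Surface markers also differed from ST-HSCs, with Cd34 at -1.47, Flt3 at -2.04, Cd48 at -2.31 and Slamf1 at 1.52. The largest differences were in Gpr183 (3.95 against ST-HSCs, 3.54 against MPPs), Ramp2 (3.55, 4.54), Cldn5 (3.31, 3.82) and the T-lineage transcription factor gene Tcf7 (-2.36, -2.50). Against ST-HSCs, 874 genes had a more positive and 948 a more negative age effect in LT-HSCs, and against MPPs 1615 and 1637 did. With a block by age and number, the ST-HSC counts were 1409 and 1652. Their balance turned to 1035 and 715 with median-ratio scaling, and the MPP counts became 1765 and 1396. The ST-HSC counts moved beyond a factor of 1.5 without old LT-HSC replicate 2 (534 and 594), young ST-HSC replicate 2 (564 and 560), young LT-HSC replicate 1 (619 lower) or old ST-HSC replicate 3 (621 lower).

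Old LT-HSCs were compared with old ST-HSCs to place the TAZ program in the old hierarchy. Wwtr1 was 11.1 ± 0.761 RPKM in old LT-HSCs and 1.93 ± 0.303 RPKM in old ST-HSCs (log2 2.26, adjusted p = 2.9e-09). Amotl2 (17.1 against 0.837 RPKM, log2 3.72), Clu (4.33), Clca3a1 (2.58), Slamf1 (2.55), Procr (2.16) and Yap1 (1.11) were also higher in old LT-HSCs. Spi1 was lower at 45.1 ± 5.96 against 98.0 ± 7.34 RPKM (log2 -1.11, adjusted p = 2.2e-06), as were Cdk6 (-1.72), Cd34 (-2.82), Flt3 (-2.84) and Cd48 (-4.53). Cldn5 (5.42), Ramp2 (5.34) and the retinoic acid hydroxylase gene Cyp26b1 (40.2 against 0.555 RPKM, 5.21) led the higher genes. The granule genes Mpo (6.04 ± 3.19 against 702 ± 100 RPKM, -6.85), Ctsg (-6.70) and Elane (-6.11) led the lower genes. Of 13807 genes, 4218 were higher and 3590 lower, but with quantile scaling 3654 were higher and 4107 lower.

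The next comparison asked how old LT-HSCs with high surface CLCA3A1 differ from those with low CLCA3A1. Clca3a1 itself, on which the cells were sorted, was 152 ± 45.7 RPKM in CLCA3A1high and 32.2 ± 11.4 RPKM in CLCA3A1low cells (log2 2.24, SE 0.265, adjusted p = 0.0012). Its neighbor Clca3a2, which shares 23.5% of its sequence windows with it, was 17.4 ± 4.21 against 3.44 ± 1.29 RPKM. Wwtr1 was higher in CLCA3A1high cells at 13.7 ± 1.70 against 6.79 ± 0.324 RPKM (log2 0.96, SE 0.115, adjusted p = 0.0012), with Amotl2 at 18.9 ± 1.32 against 6.00 ± 1.14 RPKM (1.59, adjusted p = 0.00042) and Clu at 120 ± 3.77 against 20.6 ± 5.19 RPKM (2.54, adjusted p = 0.00016). Spi1 was lower at 35.0 ± 3.97 against 66.3 ± 7.50 RPKM (log2 -0.91, SE 0.115, adjusted p = 0.0014). Cdk6 was 3.24-fold lower at 80.4 ± 13.7 against 260 ± 21.7 RPKM (SE 0.130, adjusted p = 0.00027). Yap1 did not pass (1.04 ± 0.256 against 0.724 ± 0.195 RPKM, adjusted p = 0.29). Slamf1 (log2 1.71) and Procr (0.72) were higher, and Cd34 (-2.34), Flt3 (-3.83) and Cd48 (-4.43) lower. Other large increases were in Rcvrn (2.44), Gpx8 (2.29), Matn4 (2.16), the von Willebrand factor gene Vwf (24.2 ± 7.36 to 105 ± 8.09 RPKM, 2.14) and Rbpjl (2.12).

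The largest decreases in CLCA3A1high cells were in genes of B-cell progenitors. Igll1, a surrogate light chain gene, was 1.11 ± 1.32 against 111 ± 70.8 RPKM (log2 -6.13), Dntt, the terminal transferase gene, 0.995 against 91.9 RPKM (-5.96) and Vpreb1 1.05 against 88.4 RPKM (-5.79). Vpreb2 (-5.48), Vpreb3 (-5.39) and Cd79a (0.972 ± 0.589 against 59.0 ± 38.1 RPKM, -5.12) followed, together with the granule gene Mpo (-5.68) and the chemokine gene Ccl5 (-5.36). These levels differed widely among the CLCA3A1low libraries. Cd79a stood at 66.9, 17.6 and 92.6 RPKM in replicates 1, 2 and 3, Igll1 at 124, 34.8 and 175, and Cd19 at 25.4, 7.28 and 52.0. Of 19 tested lymphoid priming genes, 16 were lower and 0 higher, also adjusted over the list alone (median -4.12, camera adjusted p = 2.7e-12, adjusted p = 0.308 with an estimated correlation), including Sell (-4.12), Cd52 (-4.97) and Satb1 (-2.72). Of 10 mature lymphocyte genes, 8 were lower and 1 higher (9 and 1 adjusted over the list alone, median -2.62, camera adjusted p = 0.00011, adjusted p = 0.369 with an estimated correlation), with Nkg7 at 3.39 ± 0.584 against 60.1 ± 19.9 RPKM (-3.92), Klrd1 at -3.76 and Klrb1c at 1.28. All 6 tested mast cell and basophil genes were lower, also adjusted over the list alone (median -3.89, camera adjusted p = 5.0e-07, adjusted p = 0.308 with an estimated correlation), namely among others Cma1 (-4.63), Gzmb (-4.49), Fcer1a (-3.66) and Cpa3 (-2.82).

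**Figure D2:**
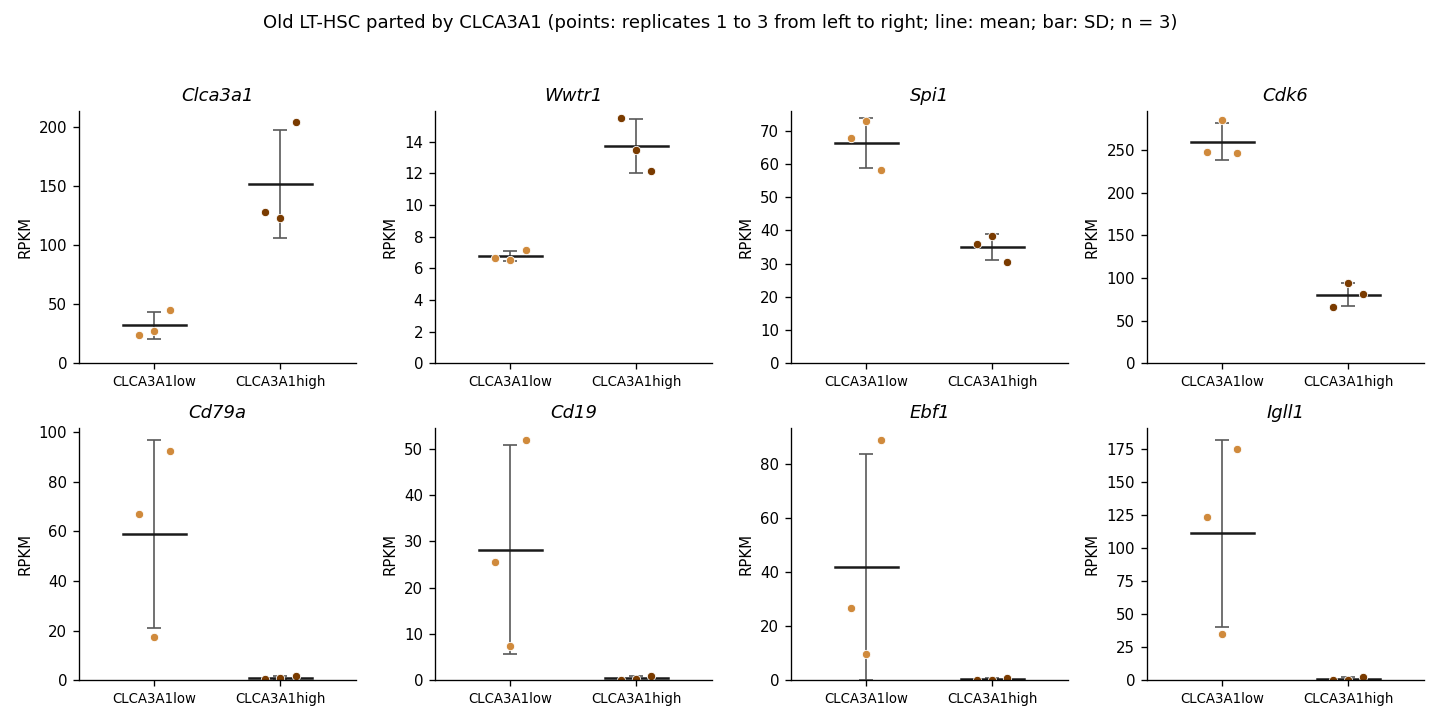
RPKM of Clca3a1, Wwtr1, Spi1, Cdk6, Cd79a, Cd19, Ebf1 and Igll1 in each CLCA3A1low and CLCA3A1high library (points, replicates 1 to 3 from left to right), with the group mean (line) and SD (bar), n = 3. The B-lineage genes were lowest in replicate 2 among the CLCA3A1low libraries, for example Cd19 at 7.28 RPKM against 25.4 and 52.0.

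Proliferation genes were lower in CLCA3A1high cells in 26 of 26 cases, also adjusted over the list alone (median -1.73, camera adjusted p = 1.5e-19, adjusted p = 0.308 with an estimated correlation). The helicase gene Mcm5 was 14.6 against 45.0 RPKM (-1.59), with Mcm7 at -1.31, Mcm2 at -1.24 and Mcm6 at -1.13. In CLCA3A1low replicate 2 they were also lower than in replicates 1 and 3, with a median log2 ratio of -0.46, against -1.98 for B-lineage markers and 0.0145 for all genes. Of 18 myeloid genes, 8 were lower and 1 higher, also adjusted over the list alone (median -0.86, camera adjusted p = 0.0015, adjusted p = 0.330 with an estimated correlation), with Ctsg at -4.24, Cebpa at -3.03 and Itgam, which shares 68.7% of its exon bases with Gm49368, at -1.20. Of 24 PU.1 target genes, 13 were lower and 3 higher (14 and 4 adjusted over the list alone, median -0.59, camera adjusted p = 0.00036, adjusted p = 0.330 with an estimated correlation), with Ncf4 at -3.88, Tyrobp at -3.80, Ncf1 at -2.19 and Ctss at -1.65. Of 22 chromatin enzyme genes, 9 were lower and 1 higher (10 and 2 adjusted over the list alone, median -0.14, camera adjusted p = 0.021, adjusted p = 0.330 with an estimated correlation). Among them the methylation maintenance genes Uhrf1 (-2.22) and Dnmt1 (-0.92) and the Polycomb gene Cbx2 (-1.18) fell.

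Stem cell lists were higher in CLCA3A1high cells. All 26 HSC ageing genes were higher, also adjusted over the list alone (median 1.46, camera adjusted p = 9.7e-20, adjusted p = 0.284 with an estimated correlation), including Selp (1.32). Of 20 LT-HSC identity genes, 17 were higher and 0 lower, also adjusted over the list alone (median 0.79, camera adjusted p = 1.5e-10, adjusted p = 0.330 with an estimated correlation), with Mycn at 243 against 81.3 RPKM (1.59), Fgd5 at 1.15, Pbx1 at 1.14 and Mllt3 at 1.03. Of 17 megakaryocyte and platelet genes, 7 were higher and 1 lower (8 and 1 adjusted over the list alone, median 0.55, camera adjusted p = 0.0033, adjusted p = 0.50 with an estimated correlation), with Itgb3 at 1.45 and Mpl at 0.77. Of 13 YAP/TAZ target genes, 7 were higher and 0 lower, also adjusted over the list alone (median 0.48, camera adjusted p = 0.016, adjusted p = 0.386 with an estimated correlation), with Myof at 1.03, Ptpn14 at 0.86 and Crim1 at 0.65. Of 24 interferon-stimulated genes, 4 were higher and 0 lower, also adjusted over the list alone (median 0.19, camera adjusted p = 0.0044, adjusted p = 0.369 with an estimated correlation), namely Ifitm3 (0.81), Ifi44 (0.68), Iigp1 (0.49) and Oasl2 (0.41).

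Other lists did not pass camera between the CLCA3A1 groups. Hippo core genes had 4 of 21 higher and 2 lower, also adjusted over the list alone (median 0.12, adjusted p = 0.0571), with Tead2 at 0.51 and Taok3 at -0.40. Transcription factors had 6 of 31 higher and 11 lower, also adjusted over the list alone (median -0.15, adjusted p = 0.0769), with Ikzf1 at -0.73 and Myb at -0.55. Erythroid genes had 1 of 13 higher and 2 lower (1 and 4 adjusted over the list alone, median -0.73, adjusted p = 0.0503), with Gata1 at -1.29, Tfrc at -0.86 and Car2 at 0.29. NF-kB genes had 2 of 18 higher and 6 lower (3 and 7 adjusted over the list alone, median -0.11, adjusted p = 0.356), with Ccl3 at -2.89, Nfkbie at -0.86, Traf1 at 0.64 and Tlr4 at 0.62. Cell cycle regulators had 3 of 15 higher and 6 lower, also adjusted over the list alone (median -0.23, adjusted p = 0.324), with Cdkn1c at 0.91 and Rb1 at 0.74. The 12 surface marker genes had a median of 0.27 and a mean of -0.71, with 6 higher and 4 lower, also adjusted over the list alone (adjusted p = 0.793), among them Cd244 at -3.52. Of 20 immediate early genes, 0 were called, also adjusted over the list alone (median 0.01, adjusted p = 0.924), with Ier3 at 0.35 and Btg2 at -1.15. Of 81 ribosomal protein genes, 1 was lower, Rpl36al (-0.32), and 0 adjusted over the list alone (median 0.05, adjusted p = 0.479). Of 3 endothelial and stromal genes, Kdr (1.20) and Col1a2 (0.82) were higher. In all, 1703 genes were higher and 1951 lower of 13931 tested, 2452 and 2600 with a replicate block, and 1980 and 1796 with quantile scaling. The counts were 1097 and 1161 without CLCA3A1low replicate 1, 1037 and 1269 without CLCA3A1high replicate 1, and 1132 higher without CLCA3A1high replicate 2.

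The Taz S89A experiment asked which genes TAZ changes in old LSK cells. Wwtr1 itself was 69.7 ± 18.9 RPKM with Taz S89A and 7.07 ± 0.746 RPKM with the empty vector (log2 3.18, SE 0.193, adjusted p = 0.00021), reads of the transgene included. The largest increases were in the granzyme genes on chromosome 14, which encode proteases of cytotoxic granules. Gzmc (56231441 to 56234656) rose from 1.88 ± 1.10 to 207 ± 24.7 RPKM (log2 6.57, adjusted p = 0.00012), Gzmf from 1.99 ± 1.15 to 207 ± 24.6 RPKM (6.51, adjusted p = 0.00012) and Gzmb from 23.9 ± 11.5 to 972 ± 171 RPKM (5.43, adjusted p = 0.00021). Gzmf shares 16.4% of its exon bases with Gm4022, so its level may hold reads of more than 1 gene. Nap1l2 (log2 3.13), Pde6b (3.11) and the transcription factor gene Atoh8 (2.34 ± 0.173 to 8.86 ± 0.986 RPKM, 1.72) also rose, as did the homeobox gene Meis3 (1.64). The Meis3 call was lost with no filter (adjusted p = 0.072) and without Taz S89A replicate 1 (0.122), 2 (0.107) or 3 (0.078), and the Pde6b call without Taz S89A replicate 1 (0.064) or 2 (0.054). Amotl2 rose from 1.95 ± 0.240 to 4.32 ± 0.653 RPKM (log2 0.97, SE 0.152, adjusted p = 0.032). Its call was lost with no filter (adjusted p = 0.104) and without empty vector replicate 1 (0.103) or 2 (0.149) or Taz S89A replicate 1 (0.064), 2 (0.124) or 3 (0.127). Clca3a1 was 18.8 ± 2.79 against 11.7 ± 3.48 RPKM (log2 0.69, adjusted p = 0.14) and passed with a replicate block (adjusted p = 0.041).

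Hlf, a transcription factor gene of LT-HSC identity, fell from 49.9 ± 4.44 to 25.1 ± 2.54 RPKM (log2 -0.98, adjusted p = 0.0065), a call lost without Taz S89A replicate 2. The other large decreases were in Mir6381 (-1.33), a microRNA gene of 87 bases of which 27.6% are shared with Gbp2 (-0.67, adjusted p = 0.095), Zfp467 (-1.24), Fam102a (-0.88), the LT-HSC gene Fgd5 (6.80 to 3.47 RPKM, -0.87), Ptafr (-0.86), the cytokine signaling inhibitor gene Cish (-0.86) and Irf2bpl (-0.85, adjusted p = 0.058 with a replicate block). Each of these 7 calls was lost when any 1 library other than empty vector replicate 3 was left out, with the adjusted p then between 0.052 and 0.19. All of them except Cish were also lost with no filter (0.079 to 0.12). Clu (58.7 ± 5.21 against 44.9 ± 10.1 RPKM, adjusted p = 0.25, and 0.044 without empty vector replicate 3), Spi1 (60.0 ± 6.60 against 69.7 ± 11.8 RPKM, adjusted p = 0.45), Cdk6 (32.8 ± 12.1 against 48.3 ± 16.5 RPKM, adjusted p = 0.36) and Yap1 (0.670 against 0.503 RPKM, adjusted p = 0.50) did not pass. Cd34 (log2 -0.57, adjusted p = 0.076), Flt3 (-0.85, adjusted p = 0.27), Cd48 (-0.27), Procr (-0.36) and Slamf1 (-0.14) did not pass either, although Flt3 did with a replicate block (adjusted p = 0.038) and Cd34 did with quantile normalization (log2 -0.72, adjusted p = 0.045) and without empty vector replicate 3 (0.041). Of 13044 genes, 68 were higher and 21 lower, and 2320 had an unadjusted p under 0.05. With a replicate block 83 were higher and 38 lower, and with no filter 45 and 7. Without empty vector replicate 3 the counts were 409 and 226, and without the others they were 33 and 3 (empty vector replicate 1), 34 and 1 (empty vector replicate 2), 17 and 5 (Taz S89A replicate 1), 16 and 0 (Taz S89A replicate 2) and 22 and 2 (Taz S89A replicate 3).

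Among gene lists with Taz S89A, ribosomal protein genes had a median of 0.42 with 2 of 80 higher, Rpl17 (0.54) and Rps21 (0.77), and 28 adjusted over the list alone (camera adjusted p = 4.0e-22, adjusted p = 0.351 with an estimated correlation). Megakaryocyte and platelet genes had 3 of 16 higher and 0 lower (6 higher adjusted over the list alone, median 0.14, camera adjusted p = 0.0054, adjusted p = 0.337 with an estimated correlation). These were Vwf (53.7 ± 3.69 to 116 ± 18.2 RPKM, log2 1.09), the tetraspanin gene Cd9 (202 ± 9.52 to 467 ± 58.5 RPKM, 1.20) and Gp1bb (0.88), whose locus overlaps Sept5. Mast cell genes had a median of 0.66 with Gzmb alone called of 10 (3 adjusted over the list alone, camera adjusted p = 0.0032, adjusted p = 0.330 with an estimated correlation). Erythroid genes had 0 of 10 called and 3 adjusted over the list alone (median 0.17, camera adjusted p = 0.038, adjusted p = 0.332 with an estimated correlation), with Car2 at 0.62 and Car1 at 0.52. NF-kB genes had 0 of 19 called and 2 lower adjusted over the list alone (median -0.43, camera adjusted p = 4.5e-05, adjusted p = 0.386 with an estimated correlation), with Bcl3 at -0.95 and Icam1 at -0.63. Interferon-stimulated genes had 0 of 22 called and 2 lower adjusted over the list alone (median -0.22, camera adjusted p = 0.014, adjusted p = 0.609 with an estimated correlation), with Parp14 at -0.79 and Gbp2 at -0.67. PU.1 target genes had 0 of 23 called, also adjusted over the list alone (median -0.27, camera adjusted p = 0.017, adjusted p = 0.583 with an estimated correlation), with Ptprc at -0.46 and Laptm5 at -0.41.

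Chromatin enzyme genes had 0 of 22 called with Taz S89A, also adjusted over the list alone (median -0.23, camera adjusted p = 0.0015, adjusted p = 0.369 with an estimated correlation), with Kdm5b at -0.50 and Tet3 at -0.44. Immediate early genes had 1 of 14 lower, Zfp36 (-0.69), or 2 adjusted over the list alone (median -0.35, camera adjusted p = 0.016, adjusted p = 0.50 with an estimated correlation). Transcription factors had 1 of 29 higher, Gata2 (166 to 242 RPKM, 0.54), or 1 higher and 4 lower adjusted over the list alone (median -0.16, camera adjusted p = 0.036, adjusted p = 0.50 with an estimated correlation). The remaining lists did not pass camera. YAP/TAZ target genes had 1 of 15 higher, Amotl2, or 3 higher and 1 lower adjusted over the list alone (median 0.05, adjusted p = 0.368), and HSC ageing genes had 1 of 25 higher, Vwf, also adjusted over the list alone (median 0.09, adjusted p = 0.0527). LT-HSC identity genes had 2 higher and 2 lower of 20, or 4 and 4 adjusted over the list alone (median -0.02, adjusted p = 0.899), with the cell cycle inhibitor gene Cdkn1c rising from 12.6 ± 1.92 to 31.2 ± 3.51 RPKM (1.28). Hippo core genes had 2 of 21 higher, Wwtr1 and Amotl2, or 2 higher and 3 lower adjusted over the list alone (median -0.16, mean 0.08, adjusted p = 0.479). Lymphoid priming genes had 0 of 12 called, or 1 higher and 2 lower adjusted over the list alone (median -0.37, adjusted p = 0.0527), with Notch1 at -0.68 and Vpreb1 at 0.67. Surface marker genes had 1 of 12 higher, Cd9, or 1 higher and 3 lower adjusted over the list alone (median -0.32, adjusted p = 0.0865). Cell cycle regulators had 1 of 16 higher, Cdkn1c, or 3 adjusted over the list alone (adjusted p = 0.427). Proliferation genes had 0 of 26 called, also adjusted over the list alone (median 0.03, adjusted p = 0.271), with Birc5 at 0.38 and Tyms at 0.27. Myeloid genes had 0 of 17 called (median -0.03, adjusted p = 0.941), with Csf3r at -0.75 and Itgam at 0.38. Mature lymphocyte genes had 0 of 5 called (median -0.13, adjusted p = 0.810), with Klrd1 at -0.69 and Cd79b at 0.30, and of 3 endothelial and stromal genes, Kdr was at -0.69 and Col1a2 at -0.27.

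The last experiment asked what loss of PU.1 changes in BM-HPC#5 cells. Spi1 was 3383 ± 204 normalized counts with shRen, 1052 ± 13.9 with shPU1-Seq1 (log2 -1.68, adjusted p = 4e-10) and 1096 ± 13.7 with shPU1-Seq2 (log2 -1.62, adjusted p = 8.8e-10), and 1074 ± 27.0 (n = 6) over both shRNAs, a 3.15-fold decrease (SE 0.0619, adjusted p = 1e-10). Cdk6 fell from 13783 ± 1043 to 8412 ± 297 normalized counts (SD, n = 3 and n = 6, log2 -0.71, SE 0.0562, adjusted p = 1.9e-07). Cd34 fell from 1534 ± 72.0 to 9.16 ± 5.75 normalized counts (log2 -7.45), Cd48 from 1088 ± 81.6 to 101 ± 79.1 (-3.95) and Flt3 from 108 ± 31.4 to 27.7 ± 10.2 (-1.97, adjusted p = 0.00031). Wwtr1 was low, at 21.6 ± 3.22 normalized counts with shRen and 31.9 ± 12.5 with the PU.1 shRNAs (log2 0.45, adjusted p = 0.17). Clca3a1, Clu, Procr, Yap1, Slamf1 and Amotl2 did not reach the level needed for testing. The largest decreases were in the transporter gene Slco3a1 (3108 ± 113 to 4.16 ± 5.20, log2 -9.77), Ms4a6c (-7.76, 53.1% of exon bases shared with BE692007), the potassium channel gene Kcnk12 (-7.74), Selp (4844 ± 174 to 27.1 ± 13.7, -7.57), Prr33 (-7.53), Thsd1 (-7.45) and Lsp1 (-7.08). The largest increases were in Fnbp1l (1.01 ± 0.195 to 1039 ± 204, log2 8.99), Serpinb10 (8.31), Mefv (7.20), the carboxylesterase gene Ces2g (27.4 ± 5.55 to 4191 ± 1212, 7.17), the protease inhibitor gene Slpi (104 ± 5.15 to 11596 ± 4629, 6.67), Adh7 (6.59) and Zfp395 (6.57). Chst1 averaged 563 ± 567 normalized counts (n = 6) and was listed at 0 with shRen, so no fold is given. Folds against groups near 0 depend on the pseudocount.

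**Figure D3:**
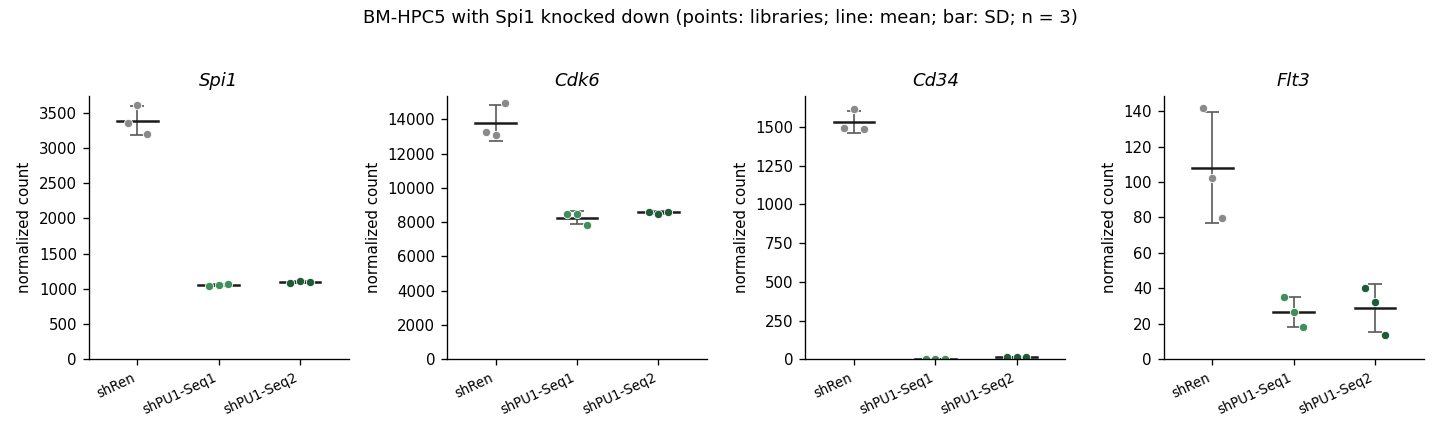
Normalized counts of Spi1, Cdk6, Cd34 and Flt3 in each BM-HPC#5 library (points) with shRen, shPU1-Seq1 or shPU1-Seq2, with the group mean (line) and SD (bar), n = 3. Spi1 averaged 3383 with shRen, 1052 with shPU1-Seq1 and 1096 with shPU1-Seq2.

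Of 20 interferon-stimulated genes, 14 were lower and 0 higher after PU.1 depletion, also adjusted over the list alone (median -0.78, camera adjusted p = 5.3e-05, adjusted p = 0.137 with an estimated correlation), with Oasl2 at -5.75, Rtp4 at 4.00 against 251 normalized counts (-5.72), Irgm1 at -1.17 and Ifitm3 at -0.78. Of 26 proliferation genes, 22 were lower and 0 higher, also adjusted over the list alone (median -0.45, camera adjusted p = 3.8e-08, adjusted p = 0.0846 with an estimated correlation), with Mcm5 at 2554 ± 311 against 4193 ± 111 normalized counts (-0.72), Cdc6 at -0.88, Mcm4 at -0.61 and Mcm2 at -0.57. Of 16 cell cycle regulators, 9 were lower and 1 higher (9 and 2 adjusted over the list alone, median -0.31, camera adjusted p = 0.015, adjusted p = 0.308 with an estimated correlation), with the cyclin genes Ccnd1 (1188 to 53.4, -4.50) and Ccnd2 (-2.52) and with Myc (-0.50). Of 27 PU.1 target genes, 16 were lower and 6 higher (17 and 6 adjusted over the list alone, median -0.84, camera adjusted p = 0.016, adjusted p = 0.308 with an estimated correlation). Mpeg1 (-3.13) and Coro1a (-1.49) fell, whereas the Fc receptor genes Fcgr3 (3.53) and Fcer1g (1.75) rose. Of 8 surface marker genes, 6 were lower and 1 higher, Kit (0.50), also adjusted over the list alone (median -1.44, camera adjusted p = 0.0025, adjusted p = 0.332 with an estimated correlation), with Ly6a at -2.35. Of 22 chromatin enzyme genes, 11 were lower and 4 higher, also adjusted over the list alone (median -0.28, camera adjusted p = 0.022, adjusted p = 0.330 with an estimated correlation), with Dnmt3b at -2.42, Tet3 at -0.94, Uhrf1 at -0.86 and Ezh1 at 0.91. Of 81 ribosomal protein genes, 37 were higher and 1 lower, also adjusted over the list alone (median 0.22, camera adjusted p = 0.00011, adjusted p = 0.588 with an estimated correlation), with Rpl10 (0.68), Rpl32 (0.65) and Rpl35 (0.43), and Rpl32l (0.66).

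The remaining lists did not pass camera after PU.1 depletion, although many members changed. Myeloid genes split into 7 higher and 10 lower of 19, also adjusted over the list alone (median -0.30, adjusted p = 0.467), with the granule gene Mpo at 7763 ± 2680 against 305350 ± 23098 normalized counts (-5.37), Ms4a3 at -3.02, Csf2rb at 2.50 and Ly6c2 at 2.30. Lymphoid priming genes had 2 higher and 8 lower of 13, also adjusted over the list alone (median -0.74, adjusted p = 0.0526), with Notch1 at 3.82, Ccr9 at -0.74 and Sell at -0.57. Erythroid genes had 1 higher and 4 lower of 8, also adjusted over the list alone (median -0.44, adjusted p = 0.0526), with Car2 at -2.18 and Tfrc at -0.52. The globin genes Hbb-bt and Hbb-b1 were listed at 0 with the PU.1 shRNAs. NF-kB genes had 4 higher and 7 lower of 14, also adjusted over the list alone (median -0.68, adjusted p = 0.150), with Icam1 at -5.86, Il1r1 at -5.09, Nfkb1 at -1.24 and Birc3 at 0.63. LT-HSC identity genes had 5 higher and 5 lower of 12, also adjusted over the list alone (median 0.01, mean -0.39, adjusted p = 0.716), with Meis1 at -2.75, Hlf at 56.5 against 0.292 normalized counts (5.42) and Mllt3 at 0.90. HSC ageing genes had 4 higher and 4 lower of 14, also adjusted over the list alone (median 0.10, mean -0.04, adjusted p = 0.933), with Tgm2 at 5.64, Aldh1a1 at 4.21 and Nupr1 at 2.39. Transcription factors had 9 higher and 9 lower of 28, also adjusted over the list alone (median 0.10, mean -0.05, adjusted p = 0.834), with Bcl11a at -3.12, Gfi1 at 1.34 and Ikzf2 at -0.48. Immediate early genes had 6 higher and 2 lower of 15, or 7 and 2 adjusted over the list alone (median 0.34, adjusted p = 0.215), with Egr1 at 1.48, Fos at 1.21, Klf6 at 0.88 and Nr4a1 at -4.60.

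Hippo core genes had 2 higher and 5 lower of 20 after PU.1 depletion, or 1 and 5 adjusted over the list alone (median -0.15, adjusted p = 0.265), with Map4k4 at -3.75, Frmd6 at -2.14, Stk4 at -0.37 and Vgll4 at 0.48. YAP/TAZ target genes had 1 higher and 4 lower of 13, or 1 and 3 adjusted over the list alone (median -0.10, adjusted p = 0.348), with Ccdc80 at -3.36, Ajuba at -2.67, Axl at -2.58 and Gadd45a at 0.53. Megakaryocyte genes had 4 higher and 5 lower of 12, also adjusted over the list alone (median -0.13, adjusted p = 0.550), with Vwf at -3.29, Thbs1 at 2.38 and Gp1ba at 1.69. Mast cell genes had 3 higher and 2 lower of 5, also adjusted over the list alone (median 0.28, mean -0.67, adjusted p = 0.975), with Mcpt8 at 1.71, Cpa3 at 0.28, Hdc at -1.76 and Gzmb at -5.22. Of 4 mature lymphocyte genes, Cd79b (-3.70) and Nkg7 (-1.71) were lower and Klrb1c (1.16) higher, and of 2 endothelial and stromal genes, Flt1 was higher (1.56). In all, 3298 genes were higher and 3142 lower of 13273, of which 1017 and 754 changed by an absolute log2 of more than 1. With quantile scaling 3205 were higher and 3233 lower.

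The PU.1 shRNAs were also examined apart. Against shRen, 3177 genes were higher and 3073 lower with shPU1-Seq1, and 2699 and 2485 with shPU1-Seq2. Fnbp1l (log2 9.23 and 8.76) and Serpinb10 (8.28 and 8.35) were among the largest increases with both, and Slco3a1 (-10.39 and -9.15) was among the largest decreases with both. Other leading decreases were Ms4a6c (-9.31) and Cd34 (-8.25) with shPU1-Seq1 and Cd200r3 (-8.59) and Kcnk12 (-8.48) with shPU1-Seq2, while Ces2g rose by 7.56 with shPU1-Seq2. Cdk6 fell by 0.74 and 0.68, Flt3 by 1.99 and 1.96, and Cd48 by 5.26 and 2.65. Wwtr1 was 43.0 ± 3.59 normalized counts with shPU1-Seq1 (log2 0.96, adjusted p = 0.017) and 20.8 ± 3.15 with shPU1-Seq2 (log2 -0.06, adjusted p = 0.90). The shPU1-Seq1 call of Wwtr1 was lost without shRen replicate 3 (log2 0.85) or shPU1-Seq1 replicate 1 (0.92) or 2 (0.94). The shRNAs shared 2214 higher and 2028 lower genes, with 49 opposite. Their changes correlated across genes, which are not independent replicates, with r = 0.879, against at most 0.534 in simulated groups that share controls but do not change.

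Between the shRNAs directly, Spi1 did not differ detectably (log2 0.06, adjusted p = 0.68), nor did Cdk6 (0.05) or Flt3 (0.03). The coagulation factor gene F13a1 was 20285 ± 682 normalized counts with shPU1-Seq2 and 1243 ± 46.6 with shPU1-Seq1 (log2 4.03), the neutrophil elastase gene Elane 5708 ± 135 against 481 ± 18.4 (3.57), and Cd300a was higher by 3.44. Cd48 (172 against 29.2, log2 2.61) and Cd34 (14.3 against 4.06, log2 1.58) were higher with shPU1-Seq2 as well. Myo6 (22.5 against 504, log2 -4.51), Wnt2 (-4.17) and Chil3 (-4.13) were lower, and Chil3 shares 26.2% of its sequence windows with Chil4. Wwtr1 was lower by log2 -1.02 (adjusted p = 0.041), a call lost when any 1 of the 6 libraries was left out (log2 -1.14 to -0.96), with no filter and with quantile normalization. In all, 847 genes were higher and 811 lower with shPU1-Seq2, and 519 were lower without shPU1-Seq1 replicate 1.

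**Figure D4:**
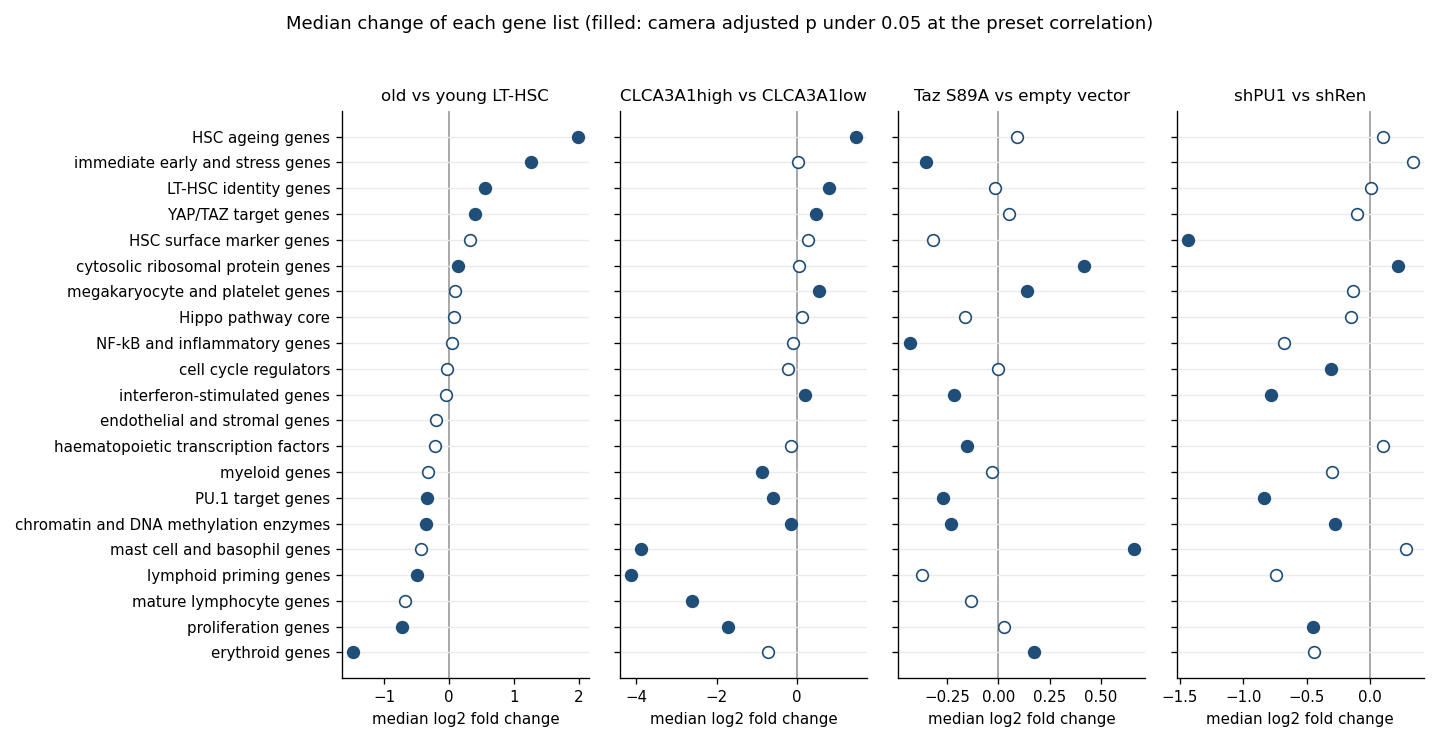
Median log2 fold change of the tested members of each gene list in the 4 main comparisons, on separate horizontal scales, with lists of fewer than 5 tested members not drawn. Filled points mark an adjusted p under 0.05 from camera at the preset correlation, and 0 of the 39 such calls kept it with an estimated correlation. HSC ageing genes lay at 1.98 in old LT-HSCs and 1.46 in CLCA3A1high cells.

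Gene sets were carried between tables to ask whether TAZ, CLCA3A1 and PU.1 programs meet in old LT-HSCs. Of 52 tested genes of the TAZ-induced set, 23 were higher and 8 lower in old LT-HSCs than in young ones (median log2 0.34, camera p = 3.9e-05, p = 0.010 with an estimated correlation). In old LT-HSCs against old ST-HSCs, which share the old LT-HSC libraries, 29 were higher and 9 lower (median 0.41, camera p = 0.00086, p = 0.029 with an estimated correlation). In CLCA3A1high cells 19 of 49 were higher and 8 lower (median 0.34, camera p = 0.00071, p = 0.078 with an estimated correlation). Counting the transgene Wwtr1, 54 genes higher with Taz S89A were tested in both tables. Of these, 24 were also higher in old LT-HSCs, against 8.75 expected (odds ratio 4.17, Fisher's exact p = 9.1e-07, genes taken as independent), and 8 were lower. The 24 were Aldh3a1, Wwtr1, Amotl2, Vwf, Rnf39, Mfsd7a, Meis3, Slfn2, Rab40b, Serpinh1, Rhod, Cdkn1c, Chrnb1, Fam84b, Cyb561, Hoxa5, Pdgfa, Irak3, BC022687, Cd9, Gata2, Snap47, Vmn2r-ps54 and Rpl17. Aldh3a1 rose by log2 1.18 with Taz S89A and by 2.56 with age, and Rnf39 by 1.75 and 1.61. Without empty vector replicates 1, 2 and 3 the overlap was 13, 11 and 76, and without those of Taz S89A 9, 8 and 11. The 76 came with a longer list of 409 genes higher with Taz S89A, and the enrichment was weaker (Fisher's exact p = 0.040).

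Genes that separated CLCA3A1high from CLCA3A1low cells moved the same way with age. Of 1658 tested CLCA3A1high-up genes, 1109 were higher and 11 lower in old LT-HSCs (median 0.50, camera p = 5.1e-58, p = 0.0020 with an estimated correlation). Of 1883 CLCA3A1high-down genes, 1147 were lower and 22 higher (median -0.36, camera p = 8.8e-33, p = 0.00069 with an estimated correlation). With Clca3a1 included, 1110 genes were higher in both comparisons against 283 expected (odds ratio 18.1), and 1147 were lower in both against 396 expected (odds ratio 9.19). Of 813 shPU1-up genes, 201 were higher and 75 lower in CLCA3A1high cells (median 0.20, camera p = 2.4e-05, p = 0.036 with an estimated correlation). Of 639 shPU1-down genes, 210 were lower there and 89 higher (median -0.17, camera p = 0.00045, p = 0.021 with an estimated correlation). The median was -0.10 without CLCA3A1low replicate 2 and -0.16 without lymphoid, mast cell and B-lineage genes. In old LT-HSCs, 266 of 807 shPU1-up genes were higher and 101 lower (median 0.14, camera p = 1.3e-05, p = 0.096 with an estimated correlation). Of 664 shPU1-down genes, 214 were lower and 100 higher (median -0.14, camera p = 0.017, p = 0.264 with an estimated correlation), and the preset p was 0.063 without old LT-HSC replicate 1.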

Values the study reported

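The study reported 1169 genes upregulated and 1489 genes downregulated in CLCA3A1high against CLCA3A1low LT-HSCs at an FDR below 0.01. It reported an aLT-Taz signature of 24 genes shared by its Taz and ageing data. After depletion of PU.1 in BM-HPC#5 cells, it reported 667 downregulated and 899 upregulated genes at an adjusted p below 0.05 and a log2 fold change beyond 1.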

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

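The tests of the B-lineage and macrophage patterns, of 1 shift of all young libraries, of lane numbers and of GC content and length were chosen after results had been seen, the last with its bound written before its value, whereas those of age against run and of other splits had been written down before.

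By a test of the difference, age effects differed for LT-HSCs, with 1822 genes called against ST-HSCs and 3252 against MPPs. Against ST-HSCs the log2 differences were 1.02 for Wwtr1 (lost at a pseudocount of 0.1 RPKM), 1.93 for Amotl2, 2.33 for Clu, -0.68 for Cdk6, -1.47 for Cd34, -2.04 for Flt3, -2.31 for Cd48 and 1.52 for Slamf1. The largest were 3.95 for Gpr183, 3.55 for Ramp2, 3.31 for Cldn5, -2.36 for Tcf7 and -2.16 for Plac8. Against MPPs they were 2.19 for Wwtr1, 2.35 for Amotl2, 2.65 for Clca3a1, 3.29 for Clu, -0.71 for Spi1, -0.60 for Cdk6, -1.24 for Cd34, -1.91 for Flt3, -2.47 for Cd48, 1.09 for Procr and 1.30 for Slamf1. The largest were 4.54 for Ramp2, 3.82 for Cldn5, 3.54 for Gpr183, -2.91 for Mpeg1 and -2.50 for Tcf7. shPU1-Seq2 and shPU1-Seq1 also differed, with 1658 genes called. The log2 differences were -1.02 for Wwtr1, 1.58 for Cd34, 2.61 for Cd48, 4.03 for F13a1, 3.57 for Elane, 3.44 for Cd300a, -4.51 for Myo6, -4.17 for Wnt2 and -4.13 for Chil3.

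Transcripts of B-cell progenitors such as Igll1, Vpreb1 and Cd79a were high in CLCA3A1low libraries and uneven between replicates. Of 19 tested B-lineage markers, 17 had a higher mean there than in old MPPs, by a median of 15.2-fold. Their median level in old LT-HSCs was 3.44% of that in CLCA3A1low cells, whose share there was put at 85.3% from Clca3a1. This argues against cells of the MPP gate or a trait of CLCA3A1low cells as their source, although the tables were normalized separately. In replicate 2 the markers were lower together, with 16 of 19 within log2 1 of their median ratio to replicates 1 and 3 of -1.98, against 0.0145 for all genes. RNA of committed B-lineage cells thus stays open, although the sort left out cells stained for B220, CD3, CD4, CD8, Gr1, CD11b or TER-119. Lower purity of the sort in general stays open too, since the median log2 differences, CLCA3A1high minus CLCA3A1low, were -3.31 for T and NK and -1.07 for granulocyte markers, -0.73 for erythroid genes, of which 2 of 13 were lower and 1 higher, and -0.27 for macrophage markers, which moved both ways.

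Macrophage markers such as Hmox1, Fcna and C1qa were lower in old libraries, with 16 of 23 called in the population with the fewest and 14 called in all 3. The same 14 were called lower in both LT-HSCs and MPPs, whose lane numbers were opposite by age, which argues against lane number as the whole cause. RNA of macrophages in the young libraries could be a source, although the sort left out cells stained for CD11b or Gr1. Lower purity of the young libraries in general stays open as well, since the highest median log2 difference of the B-lineage, T and NK and granulocyte lists was 0.60, for granulocyte genes in ST-HSCs, with members that moved both ways, and B-lineage medians were -0.28 in LT-HSCs, -0.04 in ST-HSCs and 0.09 in MPPs. Runs are not given in the sources used here, so effects of age and of a run that went with age cannot be told apart.

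Column names place old LT-HSC and young MPP libraries in lane 8, young LT-HSC and old MPP libraries in lane 7, and both ages of ST-HSCs in lane 8 with the same indices, thus probably in different runs. Of the genes called in both LT-HSCs and MPPs, 81.7% moved the same way, which argues against lane number as the whole cause of these calls. Of the genes called in LT-HSCs, 31.5% were also called with the same sign in the difference from ST-HSCs, which argues against 1 shift of all young libraries as the whole cause. After a GC and length trend had been taken out of each library, 84.4% of the LT-HSC calls remained, which argues against such a trend as the main cause. For the 523 genes called the same way in all 3 populations, age cannot be told apart from run, again because runs are not given.

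Other splits of the same libraries were fitted as a check on chance. With 6 libraries there are 10 splits into 3 and 3, too few for a share under 0.05, and in each case 1 of 10, the real split, gave a value as large. Genes called in the real split and at most in any other were 5259 and 0 for age in LT-HSCs, 1073 and 0 in ST-HSCs, 2926 and 1 in MPPs, 7808 and 1 for old LT-HSCs against old ST-HSCs, 3654 and 0 for CLCA3A1 and 89 and 0 for Taz S89A. They were 6250 and 0 for shPU1-Seq1, 5184 and 0 for shPU1-Seq2 and 1658 and 0 between the shRNAs. For the set medians in old LT-HSCs the sizes were 0.3365 and 0.1453 (TAZ-induced), 0.4962 and 0.2871 (CLCA3A1high-up), 0.3627 and 0.1907 (CLCA3A1high-down), 0.1441 and 0.1107 (shPU1-up) and 0.1356 and 0.08028 (shPU1-down). Against old ST-HSCs they were 0.4074 and 0.1698 for the TAZ-induced set. In CLCA3A1high cells they were 0.3355 and 0.1933 (TAZ-induced), 0.2047 and 0.1158 (shPU1-up) and 0.1711 and 0.1013 (shPU1-down). The overlaps were 1110 and 0 for CLCA3A1high-up, 1147 and 0 for CLCA3A1high-down and 24 and 0 for Taz S89A genes.

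For the difference of age effects from ST-HSCs, 9 of 100 drawn splits called as many genes as the real 1822, and the highest other called 5308. All 9 were among the 12 that kept the true ages of the LT-HSCs and so their age effect, which forces many calls, and this count decides nothing about chance. Splits that mixed those ages called at most 30. For the difference from MPPs, 2 of 100 called as many as the real 3252, and the highest other called 3642. Both kept the true LT-HSC ages, so this count decides nothing either, and splits that mixed them called at most 764. For shPU1 against shRen, 1 of 84 splits, the real one with 5532 genes in a 2-group fit, called as many, and the highest other called 951.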

How the results depend on the processing

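Of 560 alternative counts, set medians and overlaps, 472 were labelled the same, which does not mean unchanged. The label covered 2314 genes higher in LT-HSCs falling to 1699 without old replicate 2, and the balances turned by scaling. For named genes 3719 alternatives gave the same call, 106 a weaker and 14 a stronger one, with 0 reversed. Alternatives chosen after seeing the data are listed above. A limit of adjusted p under 0.01 calls fewer genes by construction. It gave 1915 lower in LT-HSCs, 179 higher and 157 lower in ST-HSCs, 525 and 684 in MPPs, 418 and 327 for the difference from ST-HSCs, 877 and 766 for that from MPPs, 752 and 988 for CLCA3A1 and 27 and 1 for Taz S89A. A limit of an absolute log2 over 1 left 1017 and 754 for shPU1, 1134 and 865 for shPU1-Seq1, 867 and 661 for shPU1-Seq2 and 215 and 250 between the shRNAs. With adjusted p under 0.01 and an absolute log2 over 0.5, the overlaps held 480, 450 and 7 genes. A block by age and number gave 1409 and 1652 for the difference from ST-HSCs, and fits of only the 6 libraries compared gave 906 higher in ST-HSCs and 272 and 397 in MPPs. The block with the GC and length correction gave 3015 higher for CLCA3A1 and 113 and 90 for Taz S89A, the block alone 38 lower for Taz S89A, and no filter 45 and 7. CLCA3A1low replicate 2 alone left 395 and 518, with 1 library assumed to vary like the CLCA3A1high ones, so a lost call there says little, and Rbpjl (log2 1.67) was the only named gene to lose its call. Scaling turned the balance of higher and lower genes in several comparisons. Quantile scaling gave 3654 and 4107 for old LT-HSCs against old ST-HSCs, 1980 and 1796 for CLCA3A1, 1052 and 923 for the difference from ST-HSCs, 1585 and 1446 for that from MPPs, 3205 and 3233 for shPU1 and 3091 and 3155 for shPU1-Seq1. Median-ratio scaling gave 2606 and 2543 for age in LT-HSCs, 1035 and 715 for the difference from ST-HSCs and 1765 and 1396 for that from MPPs. Apart from limits and left-out libraries, the cause was not tested. With an estimated correlation 0 of 39 list calls passed, and the set medians 0.3355 (TAZ-induced, CLCA3A1), 0.1441 (shPU1-up, LT-HSC) and -0.1356 (shPU1-down, LT-HSC) no longer did. Leaving out 1 library gave 229 to 328 higher and 192 to 366 lower in ST-HSCs, 725 to 1269 and 883 to 1707 in MPPs, 534 to 924 and 560 to 1214 for the difference from ST-HSCs, and 1037 to 1467 and 1161 to 1569 for CLCA3A1. It gave 16 to 409 and 0 to 226 for Taz S89A, 519 to 606 lower between the shRNAs, -0.1601 to -0.1181 for the shPU1-down median in LT-HSCs and 8 to 76 for the Taz S89A overlap. Count models were not run, and read depth could not be recovered, so its limit on weakly expressed genes is unknown.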

Other observations

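Genes of MHC class II antigen presentation and plasma cells were looked at after Cd74, H2-Aa and Jchain had been seen among the largest changes. H2-Ab1 was 208 ± 37.5 RPKM in old and 40.3 ± 13.2 RPKM in young MPPs (SD, n = 3), and H2-Eb1 was 288 ± 68.4 against 45.6 ± 9.08 RPKM. Ciita, the master regulator gene of MHC class II, was 4.06 ± 0.580 against 0.848 ± 0.0620 RPKM in MPPs, 1.70 ± 0.280 against 0.563 ± 0.0491 RPKM in ST-HSCs and 3.15 ± 0.303 against 1.61 ± 0.303 RPKM in LT-HSCs. Of 11 listed genes, 6 were higher in old MPPs, 6 in old ST-HSCs and 5 in old LT-HSCs, and 0 were lower in any of them. Jchain stood at 420, 13.6 and 24.8 RPKM in the young LT-HSC replicates.

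Granulocyte genes, listed before their values were looked at, differed between the PU.1 shRNAs, with 9 of 16 higher and 2 lower with shPU1-Seq2 (median log2 0.88). The calprotectin gene S100a8 was 8617 ± 487 normalized counts with shPU1-Seq2, 1645 ± 143 with shPU1-Seq1 and 4688 ± 930 with shRen (SD, n = 3). Ngp, a granule protein gene, was 5929 ± 192, 1389 ± 125 and 6784 ± 449 in the same order. Ltf, the lactoferrin gene, was lower with shPU1-Seq2 at 27.5 ± 11.4 against 114 ± 22.4 with shPU1-Seq1.

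At an adjusted p under 0.01, 752 genes were higher and 988 lower in CLCA3A1high cells. Both are over 1.5 times lower than in the study.

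At adjusted p under 0.01 and absolute log2 over 0.5, 27 genes were higher with Taz S89A, 7 also in old LT-HSCs. The signature of the study, made with edgeR and narrowed to genes specific to old LT-HSCs, is over 1.5 times larger.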
